# Estrogenic Activity of Bisphenol A and 2,2-bis(*p*-Hydroxyphenyl)-1,1,1-trichloroethane (HPTE) Demonstrated in Mouse Uterine Gene Profiles

**DOI:** 10.1289/ehp.1002347

**Published:** 2010-09-08

**Authors:** Sylvia C. Hewitt, Kenneth S. Korach

**Keywords:** BPA, ERα, estrogen, HPTE, microarray, uterus

## Abstract

**Background:**

Interest and concern regarding potentially estrogenic substances have resulted in development of model systems to evaluate mechanisms of such chemicals. Microarray studies have indicated that estradiol (E_2_)-stimulated uterine responses can be divided into early and late phases. Comparison of E_2_ uterine transcript profiles and those of other estrogenic chemicals of interest *in vivo* indicates mechanisms and activities of test compounds.

**Objectives:**

We compared transcript responses and mechanisms of response using mouse reproductive tracts after treatment with E_2_, estriol (E_3_), bisphenol A (BPA), and 2,2-bis(*p*-hydroxyphenyl)-1,1,1-trichloroethane (HPTE).

**Methods:**

Uterine RNA from ovariectomized wild-type mice, estrogen receptor α (ERα) knockout (αERKO) mice, and mice expressing a DNA-binding–deficient ERα (KIKO) treated with E_2_, E_3_, BPA, or HPTE for 2 or 24 hr was analyzed by microarray. Resulting regulated transcripts were compared by hierarchical clustering and correlation analysis, and response patterns were verified by reverse-transcription real-time polymerase chain reaction (RT-PCR).

**Results:**

Both xenoestrogens, BPA and HPTE, showed profiles highly correlated to that of E_2_ in the early response phase (2 hr), but the correlation diminished in the later response phase (24 hr), similar to the known weak estrogen E_3_. Both xenoestrogens also mimicked E_2_ in samples from KIKO mice, indicating that they are able to utilize the indirect tethering mode of ERα signaling. No response was detected in ERα-null uteri, indicating that ERα mediates the responses.

**Conclusion:**

Our study forms a basis on which patterns of response and molecular mechanisms of potentially estrogenic chemicals can be assessed.

Numerous xenoestrogenic substances interact with estrogen receptor α (ERα) to initiate ERα-mediated events, including stimulation of cell responses such as proliferation and modulation of ERα-dependent gene regulation (Moggs 2005). ERα can modulate gene expression by interacting directly with estrogen-responsive enhancer (ERE) DNA sequences in target genes and then recruiting necessary coregulatory factors to alter transcription rates. Alternatively, ERα can affect the rate of transcription via interaction with other DNA-binding transcription factors, such as AP-1 (activator protein 1) or Sp1 (specificity protein-1), which then interact with their respective DNA motifs, leading to estrogen-dependent control of target genes lacking EREs (Björnström and Sjöberg 2005; O’Lone et al. 2004). Because this second mechanism results in ERα being indirectly “tethered” to DNA motifs, it is sometimes referred to as the tethered mechanism. Studies have indicated that this tethered pathway is sensitive to xenoestrogenic endocrine-disrupting compounds (Fujimoto et al. 2004; Safe and Kim 2008; Wu et al. 2008).

Awareness of the potential for negative impact of exposures to chemicals has led investigators to focus on possible endocrine-disrupting xenoestrogenic chemicals, which disrupt or interfere with normal endocrine signals (Dey et al. 2009; Diamanti-Kandarakis et al. 2009; Gray et al. 2009; Miller et al. 2006; Moggs 2005). One such chemical that can impact ERα responses is bisphenol A (BPA). BPA was initially developed as a synthetic estrogen (Dodds et al. 1937) but subsequently has been used to manufacture polycarbonate, a plastic polymer. BPA elicits ERα-dependent uterine weight increase (Markey et al. 2001), epithelial proliferation, and the up-regulation of insulin-like growth factor 1 (*Igf-1*) transcript (Klotz et al. 2000). Recent concern has developed regarding the potential negative impacts of BPA because of its widespread use in polycarbonate plastics in food containers.

2,2-bis(*p*-Hydroxyphenyl)-1,1,1-trichloroethane (HPTE), an estrogenic metabolite of the pesticide methoxychlor, behaves similarly to estradiol (E_2_) and BPA in uterine response studies (Klotz et al. 2000; Newbold et al. 2001). Much data has accumulated indicating that HPTE has biological estrogenic activities; however, open questions remain regarding the molecular players underlying the biological events. Methoxychlor has proven toxicity that affects ovarian functions (Borgeest et al. 2002; Miller et al. 2006) and appears to cause these effects because of interactions with ERα, ERβ, and the androgen receptor (AR) (Gaido et al. 2000; Waters et al. 2001). More specifically, from *in vitro* cell studies, HPTE appears to exhibit agonist activity with ERα and antagonist activity with ERβ or AR (Gaido et al. 1999, 2000).

We have developed microarray profiling of the mouse uterus as a sensitive and comprehensive approach to study the direct targets of E_2_ and xenoestrogens (Hewitt et al. 2003). By evaluating uterine transcript profiles of estrogenic substances such as BPA and HPTE with our model system, we hope to understand the extent to which such compounds can initiate ERα-mediated gene regulation or mediate other non-ERα responses. As part of our investigations into mechanisms of estrogen response in the mouse uterine model, we have used an ERα knock-in mouse that carries a mutation in its ERα, rendering it unable to directly bind to DNA, thus restricting it to the tethered mode of ERα-mediated gene responses. Because female mice carrying one copy of the ERα knock in mutation are infertile, the line has been intercrossed with the ERα knockout (αERKO) line to generate females with one knock-in (KI) and one knockout (KO) *ER*α allele (O’Brien et al. 2006). These mice are thus referred to as ERα KIKO. Our previous studies indicated that ERα KIKO mice selectively retain some uterine gene responses to E_2_ and also exhibit transcriptional responses unique to KIKO mice (Hewitt et al. 2009). Xenoestrogens also employ the tethered mechanism; therefore, gene profiles for BPA and HPTE in uteri of KIKO mice were evaluated and compared with profiles of uteri from wild-type (WT) mice to determine whether these compounds are active via this mechanism *in vivo* and to see if BPA or HPTE exhibits any unique responses.

## Materials and Methods

### Animals

All animal studies were in accordance with National Institutes of Health guidelines (Institute of Laboratory Animal Resources 1996) and an animal studies protocol approved by the National Institute of Environmental Health Sciences (NIEHS) Animal Care and Use Committee. The animals were treated humanely and with regard for alleviation of suffering.

Animals were either an ERα-null line (αERKO) (Lubahn et al. 1993), maintained at Taconic Farms (Germantown, NY), or were obtained by crossing the tethered-selective nonclassical ER knock-in (NERKI) heterozygous males (WT/KI) with αERKO heterozygous females (WT/KO). These crosses were done at Charles River (Wilmington, MA). Offspring were screened for the presence of the *ER*α*KO* and/or *ER*α*KI* alleles as previously described (Hewitt et al. 2009). Females that carried one copy each of the *ER*α*KI* and *ER*α*KO* alleles (KIKO), as well as ERα WT mice, were shipped to the NIEHS. Homozygous αERKO females were shipped from Taconic Farms. All mice were ovariectomized after reaching at least 10 weeks of age, rested for 10–14 days, and then used in studies.

### Microarray

Ovariectomized WT, KIKO, and αERKO mice were injected intraperitoneally with 100 μL 0.85% saline/0.25% ethanol (EtOH) vehicle or with 2.5 μg/mL E_2_ or estriol (E_3_) in 0.85% saline/0.25% EtOH (10 μg/kg body weight) for the E_2_ and E_3_ profiles. For the BPA and HPTE profiles, mice were injected subcutaneously with 100 μL 4% EtOH/sesame oil (Sigma Chemical Co., St. Louis, MO) vehicle or 100 μL 7.5 mg/mL BPA (Sigma) or HPTE (kindly provided by W.N. Jefferson, NIEHS) dissolved in 4% EtOH/sesame oil. Both were used at a dose (750 μg/mouse or 30 mg/kg) that was previously selected to initiate IGF1 receptor–mediated signaling as well as ERα-dependent uterine epithelial proliferation to a level comparable to that of E_2_ (Klotz et al. 2000). Tissue was collected after 2 or 24 hr of oil or saline vehicle, E_2_, E_3_, BPA, or HPTE injection because these time points have previously demonstrated a representative sampling “snapshot” of ERα-dependent uterine gene responses at the two major phases of uterine actions (Hewitt et al. 2003). Uterine tissue (three to five uteri per group) was collected and snap-frozen in liquid nitrogen, and RNA was prepared from the pooled tissue and analyzed as previously described (Hewitt et al. 2003).

For E_2_, BPA, and HPTE, we conducted gene expression analyses using Agilent Mouse Oligo arrays (pattern 011978; Agilent Technologies, Palo Alto, CA) using two-color hybridization. Total RNA was amplified using the Agilent Low RNA Input Fluorescent Linear Amplification Kit protocol. Cy3 or Cy5-labeled cRNA was produced according to the manufacturer’s protocol from 500 ng total RNA per sample. For each two-color comparison, 750 ng each of Cy3 and Cy5-labeled cRNAs (oil or saline vehicle control and E_2_-, BPA-, or HPTE-treated from the same genotype) were mixed and fragmented using the Agilent In Situ Hybridization Kit (Agilent Technologies) following the manufacturer’s protocol. Hybridizations were performed for 17 hr in a rotating hybridization oven using the Agilent 60-mer oligo microarray processing protocol. Two slides were hybridized for each sample pairing to allow for dye reversals (technical replicates). Slides were washed as indicated in the protocol and then scanned with an Agilent Scanner. Data were obtained using Agilent Feature Extraction software (version 7.5), using defaults for all parameters. This software performed error modeling, adjusting for additive and multiplicative noise. The resulting data were processed using the Rosetta Resolver system (version 7.2; Rosetta Biosoftware, Kirkland, WA). The ratio intensity value for each gene feature on the array was averaged across technical replicates using the error-weighted approach described by Weng et al. (2006). A *p*-value for each gene probe was computed based on the reproducibility of the expression measurements across the technical replicates. Gene features with *p* < 0.001 were considered differentially expressed. Data were also filtered to exclude probes for which the signal intensity was not > 100 in any treatment. The resulting lists were combined and clustered hierarchically using Rosetta Resolver.

For E_3_ gene expression, analysis was also conducted using Agilent Whole Mouse Genome 4 × 44 multiplex format oligo arrays (no. 014850; Agilent Technologies) following the manufacturer’s protocol for one-color microarray-based gene expression analysis. Starting with 500 ng total RNA, Cy3-labeled cRNA was produced according to the manufacturer’s protocol. For each sample, 1.65 μg Cy3-labeled cRNA was fragmented and hybridized for 17 hr in a rotating hybridization oven. Slides were washed and then scanned with an Agilent Scanner. Data were obtained using Agilent Feature Extraction software (version 9.5), using the one-color defaults for all parameters. This software performed error modeling, adjusting for additive and multiplicative noise. The resulting data were processed using the Rosetta Resolver system. All data have been deposited in the Gene Expression Omnibus (GEO; accession numbers GSE18168, GSE23241, and GSE24525; National Center for Biotechnology Information 2010).

### Real-time polymerase chain reaction (PCR) to verify array findings

RNA was prepared from animals treated as described for microarray samples (three mice per treatment group). cDNA was prepared from individual uteri and analyzed by SYBR Green real-time PCR using methods and primers previously described (Hewitt et al. 2009, 2010). Computed values for each transcript were relative to WT saline vehicle. Means and SDs were calculated for the three sample group replicates in each treatment and ERα mouse line, and values were compared by one-way analysis of variance (ANOVA) and Tukey’s comparison.

### Immunohistochemistry

Formalin-fixed uterine pieces were embedded on end in paraffin, and cross sections were cut in 4-μm slices, mounted on Superfrost charged slides (Fisher, Pittsburgh, PA), deparaffinized, and hydrated. Ki67 was detected as previously described (Hewitt et al. 2006). Phosphorylated serine 10 (phospho ser10) histone H3 was detected using a similar method, except blocking buffer contained 1.5% goat serum (Santa Cruz Biotechnology, Santa Cruz, CA), 1% bovine serum albumin, and primary antibody (catalog no. 06-570; Upstate Cell Signaling Solutions, Lake Placid, NY) diluted 1:500 in blocking buffer and was incubated on slides for 1 hr.

### Uterine weight bioassay

Ovariectomized WT mice were injected subcutaneously daily with 100 μL 4% EtOH/sesame oil vehicle or 2.5 μg/mL E_2_ or 2.5 μg/mL E_3_ in sesame oil/0.25% EtOH vehicle, or 7.5 mg/mL BPA or HPTE in 4% EtOH/sesame oil vehicle. At 24 hr after the final injection, uteri were collected and weighed (four animals per group).

## Results

### Biological responses

We evaluated the biological response of the uterine tissues after 24 hr of treatment by detection of the proliferation marker Ki67 (Figure 1A). E_2_ is known to increase Ki67 in the uterine epithelia. The weak estrogen E_3_ (Clark and Markaverich 1984; Katzenellenbogen 1984; Lan and Katzenellenbogen 1976) also increased the marker. Both xenoestrogens, BPA and HPTE, led to increased Ki67 staining in the epithelial cells, reflecting a proliferative response, but the response is blunted compared with that of E_2_ or E_3_. E_2_, E_3_, BPA, or HPTE did not increase Ki67 in KIKO epithelial cells, indicating a lack of proliferative stimulation (data not shown) and emphasizing a requirement for the DNA-binding function of ERα for uterine growth. Further evaluation of WT tissue indicated mitosis by staining for phospho ser10 histone H3, a marker seen in perimitotic cells (Figure 1B). E_2_, E_3_, HPTE, and BPA resulted in increased detection of the marker in uterine epithelial cells, indicating that mitotic progression is stimulated by all three substances. Interestingly, when administered every 24 hr for 3 days, all compounds except BPA elicited a significant increase in uterine weight on the fourth day (Figure 1C), but the increase from HPTE or E_3_ was significantly less than that from E_2_.

### Microarray analysis

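Uterine RNA of ovariectomized WT mice on one-color Agilent Whole Mouse Genome arrays was analysed here for 15 samples. There were 3 arrays each for saline vehicle at 24 hr, E_2_ at 2 hr, E_3_ at 2 hr, E_2_ at 24 hr, and E_3_ at 24 hr. The samples analysed here include no saline array at 2 hr, so the 24-hr saline arrays served as vehicle for both times. The paper gives the dose of E_2_ and E_3_ as 10 μg/kg body weight, and the sample descriptions give 250 ng per mouse in 100 μL. The methods describe pooled tissue, whereas the descriptions state that each uterus was homogenized singly. Each array was counted as 1 sample. The two-color arrays that the methods describe for E_2_, BPA, and HPTE were not analysed here, and the paper's text does not name which E_2_ arrays the heat map shows.

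The authors extracted the Cy3 signal with Agilent Feature Extraction 9.5.3.1, which subtracted background and corrected for trends within each array. The deposited values are these processed intensities on a linear scale, without normalization between arrays. Here each value was expressed as log2 of the signal minus the log2 of the array's 75th percentile, and spots of 1 probe were averaged. That percentile lay between 2988.68 and 4411.89 intensity units on the saline arrays (median 3800.04), between 3645.85 and 4211.79 at 2 hr of E_2_ (median 3951.57), and between 3362.99 and 3927.97 at 2 hr of E_3_ (median 3800.41). At 24 hr it ranged from 3382.21 to 3821.35 for E_2_ (median 3717) and from 3119.76 to 3748.44 for E_3_ (median 3700.82). Between 77.82% and 81.75% of the probes on an array were well above background. A probe was tested when at least 2 of the 3 arrays of a group were well above background, which left 34776 of 41174 probes.

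Groups were compared with limma, fitted over the 15 arrays with 5 group means and 10 residual degrees of freedom. A probe was called when its p-value was below 0.001 and its change was at least 2-fold, the cutoffs of the Figure 2 legend. With 3 arrays per group, the number of arrays limits the precision. The 3 E_2_ arrays at 2 hr were hybridized on other slides, scanned on another scanner and another day, and came from mice described as another strain (C57bl6/Jx129) than those of the remaining 12 arrays (C57bl6/J). Scanner, slides, strain, and treatment cannot be told apart for these 3 arrays.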

Uterine gene profiles after administration of E_2_, E_3_, or the xenoestrogens BPA or HPTE to ovariectomized WT mice are shown as a heat map representing ratios of transcripts (ratio of treated to vehicle) that are significantly increased (red) or decreased (green) relative to the oil or saline vehicle controls after 2 or 24 hr (Figure 2). The 2-hr responses to E_2_, E_3_, BPA, and HPTE appeared to be very similar. Therefore, scatterplots were generated using Rosetta Resolver software to compare regulated transcripts in vehicle versus BPA or vehicle versus HPTE with vehicle versus E_2_. 

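At 2 hr, 3502 probes were called against saline for both E_2_ and E_3_, and 3488 of them changed in the same direction. They made up 47.4% of the probes called for E_2_ and 73% of those called for E_3_. Across these common probes, the E_3_ and E_2_ log2 fold changes had a Pearson correlation of 0.965 and a Spearman correlation of 0.906. This is a correlation across genes, which are not independent replicates. When each E_3_ array was set against each E_2_ array, it averaged 0.952 ± 0.0091 (SD, 9 pairs of arrays). The choice of probes moved it most, to 0.683 over all tested probes. A shared control can by itself give a correlation. In 50 sets of simulated arrays without any treatment effect, log2 fold changes that shared a control had a median correlation of 0.495 over all probes (-0.33 to 0.951), a range that includes the value observed over all probes. At most 4 simulated probes were called in both comparisons, and in the 3 sets with such probes their median correlation was 0.992. With different saline arrays for each compound, the correlation over common probes was 0.964 (median of 6 ways to divide the 3 arrays). Over all probes it was 0.475 to 0.711 (median 0.617). Simulated arrays without a treatment effect, divided the same way, gave medians of -0.511 to 0.549 in 50 sets, none as large as 0.617. Independent noise of the shared saline arrays alone thus does not account for the correlation over all probes. An offset common to the 3 saline arrays, such as their high liver transcripts, stays in both sets of fold changes under any division. The simulated arrays held no such offset, so the test cannot exclude it as a source of the correlation.

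The root mean square log2 fold change of the 8677 probes called for either compound was 1.83 for E_2_ and 1.49 for E_3_, a ratio of 0.815. Computed for each E_3_ array against the mean E_2_ change, the ratio was 0.826, 0.819, and 0.829. The choice of probes moved the ratio most, to 0.997 over the probes called for E_3_, and it was 0.766 over those called for E_2_. The change after E_3_ was the smaller of the pair in 69.2% of these probes. Tested directly, 2563 probes differed between E_3_ and E_2_ at 2 hr, 535 higher and 2028 lower after E_3_, where 34.8 would be expected below the p-value cutoff by chance. With normexp background correction, 764 probes differed. Of the 2563 probes, 1555 were among those called for E_2_ against saline, and 1506 of these changed less after E_3_ or in the opposite direction, a selection that favors smaller E_3_ changes. Among the differing probes that were called for E_3_ against saline, 347 changed more after E_3_, and 284 were called for E_3_ but not for E_2_. No slide, scanner, or strain was shared by the E_2_ and E_3_ arrays at 2 hr, so batch and compound cannot be told apart in this comparison.

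**Figure D1:**
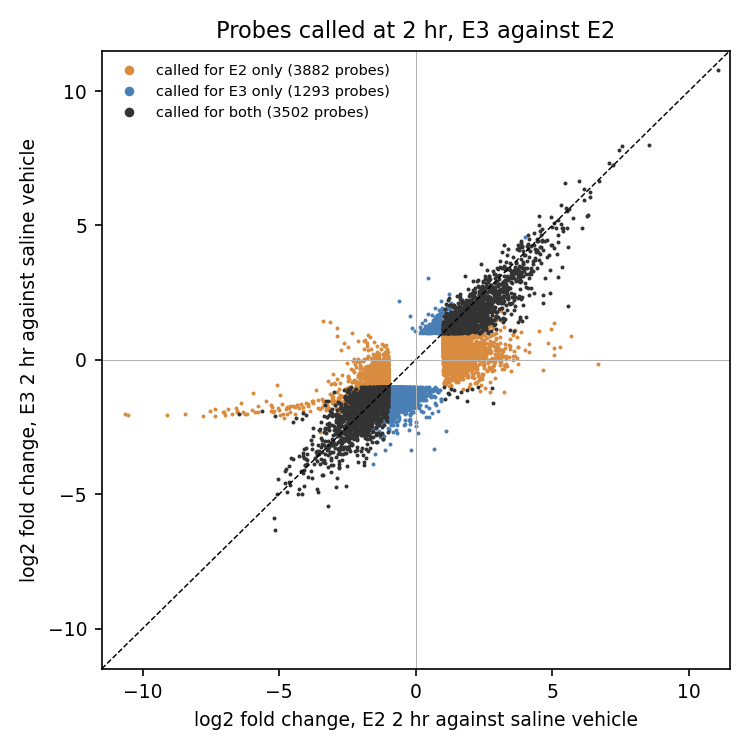
Log2 fold change against saline vehicle after E_2_ at 2 hr (horizontal axis) and after E_3_ at 2 hr (vertical axis), 1 point per probe (means of 3 arrays per group) called for both (black), E_2_ only (orange), or E_3_ only (blue), with a dashed line at equal changes. The 3502 probes called for both lie along the line, and many probes called for E_2_ only lie near 0 for E_3_, while those furthest to the left include the liver transcripts *Alb1* and *Fabp1*, which were not well above background on at least 2 of the 3 E_2_ arrays.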

We observed a highly significant correlation between the compounds [see Supplemental Material, Figure 1 (doi:10.1289/ehp.1002347); correlation coefficients of common signature genes are summarized in Table 1].

Comparisons of uterine transcript responses of tethered-selective ERα KIKO mice and WT mice to E_2_, BPA, or HPTE by microarray [see Supplemental Material, Figure 2 (doi:10.1289/ehp.1002347)] indicate that the KIKO response to all three compounds is very similar. As previously reported for E_2_ (Hewitt et al. 2009), KIKO responses to all three compounds at 2 hr lack some of those seen in WT mice, indicating a requirement for DNA binding for those transcripts (see Supplemental Material, Figure 2A). Also as previously described for E_2_, transcripts unique to the KIKO profiles are apparent with all the compounds. Most responses are absent in the ERα-null αERKO profile at 2 hr (see Supplemental Material, Figure 2A), indicating that the effects of the three compounds are mediated by ERα (WT) or the DNA-binding mutant ERα (KIKO).

Comparisons of the E_2_-, BPA-, and HPTE-regulated KIKO transcripts using scatterplots of the vehicle versus E_2_, compared with vehicle versus BPA or vehicle versus HPTE resulted in correlation coefficients of common signature genes [summarized in Table 2; see also Supplemental Material, Figure 3 (doi:10.1289/ehp.1002347)]. Much like the WT responses, the responses of KIKO uteri to E_2_ and xenoestrogens at 2 hr were highly correlated.

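At 24 hr, 1162 probes were called against saline for both E_2_ and E_3_ and all but 1 changed in the same direction. They were 18.5% of the probes called for E_2_ but 87.7% of those called for E_3_. Over these probes, the Pearson correlation of the 2 sets of log2 fold changes was 0.961 (Spearman 0.923), and it averaged 0.949 ± 0.0046 (SD) over 9 pairs of single arrays. Over all tested probes it was 0.782, and 0.523 to 0.722 with different saline arrays for each compound.

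The sizes of the changes differed more. Over the 6443 probes called for either compound, the root mean square log2 fold change was 1.75 for E_2_ and 1.06 for E_3_, a ratio of 0.605. The selection of probes moved this ratio most, to 0.802 over the probes called for E_3_. The 3 E_3_ arrays gave 0.584, 0.641, and 0.634, all below the 3 ratios at 2 hr (exact permutation test, two-sided p = 0.1, the smallest p that 3 arrays against 3 allow). Each ratio used the mean E_2_ change, so the spread of the E_2_ arrays does not enter this test. Over 9 pairs of single arrays the ratio was 0.776 to 0.879 at 2 hr and 0.576 to 0.639 at 24 hr. The E_2_ arrays at 2 hr were those of the other scanner and strain label. The change after E_3_ was smaller than that after E_2_ in 94.9% of the probes called for either. In the direct comparison of E_3_ with E_2_ at 24 hr, 964 probes were higher and 721 lower after E_3_. Without scaling between arrays, 791 were higher and 822 lower, so the majority direction depends on the scaling. Of the 1685 probes, 1420 had been called for E_2_ against saline, and each of the 1420 changed less after E_3_ than after E_2_ or in the opposite direction, a selection that favors smaller E_3_ changes. Among the differing probes called for E_3_ against saline, 32 changed more after E_3_. With no minimum change, 6499 probes differed, and under normexp background correction 946. Both groups were scanned on 1 scanner on the same day, but the E_3_ arrays sat on 1 slide and the E_2_ arrays on 2 others. With slide as a random block, arrays on 1 slide had a correlation of -0.012, and 1695 probes differed. No slide held both groups, so slide and compound cannot be told apart.

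**Figure D2:**
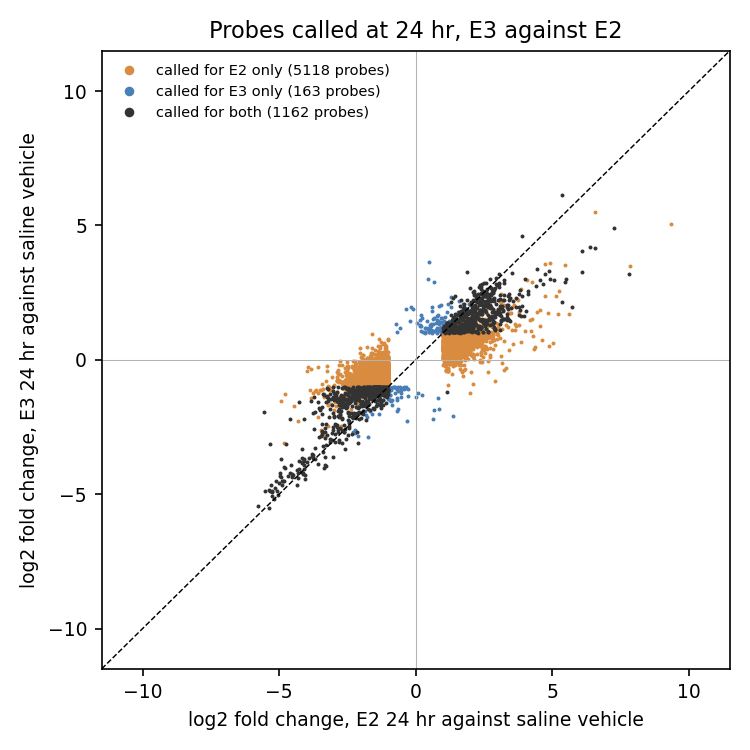
Log2 fold change against saline vehicle after E_2_ at 24 hr (horizontal axis) and after E_3_ at 24 hr (vertical axis), 1 point per probe (means of 3 arrays per group) called for both (black), E_2_ only (orange), or E_3_ only (blue), with a dashed line at equal changes. In 94.9% of the points the E_3_ change is the smaller.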

Unlike at the 2-hr time point, the WT responses to E_3_, BPA, and HPTE at 24 hr are less robust than responses to E_2_. The disparity between E_2_ and BPA or HPTE after 24 hr is apparent in the significantly decreased correlation coefficients obtained from a scatterplot of signature genes [Table 1; see also Supplemental Material, Figure 2 (doi:10.1289/ehp.1002347)]. The gene profile seen after treating KIKO mice with E_2_, BPA, or HPTE for 24 hr indicates a weak response, with E_2_ showing the most apparent gene changes, whereas BPA and HPTE show little response [Table 2; see also Supplemental Material, Figure 2B).

The differences in response to E_2_ between WT and KIKO mice noted in an earlier study (Hewitt et al. 2009) are also reflected here in the BPA and HPTE profiles [see Supplemental Material, Figure 2 (doi:10.1289/ehp.1002347)]. Using a scatterplot of WT vehicle versus E_2_ and KIKO vehicle versus E_2_ (Table 2; see also Supplemental Material, Figure 4) to compare these profiles indicates that responses to E_2_ compared with BPA or HPTE within an ERα genotype showed more correlation than when compared with WT and KIKO responses to E_2_. This emphasizes the estrogen-like mechanisms of BPA and HPTE.

### Reverse-transcription real-time (RT)-PCR verification of microarray observations

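For E_2_, the number of probes called at 24 hr was 0.85 of that at 2 hr, and for E_3_ it was 0.276. Probes called for E_2_ at 2 hr had a root mean square log2 fold change of 1.96 at that time and 1.08 at 24 hr. For probes called for E_3_ at 2 hr, the values were 1.91 and 0.633. This selection favors larger changes at 2 hr than at 24 hr. E_2_ changed 1837 probes at both times, 1387 of them in the same direction, and E_3_ changed 281, 217 of them in the same direction. The E_3_ minus E_2_ difference itself was tested between the times. It differed for 5382 probes, 3857 of them with a higher and 1525 with a lower E_3_ minus E_2_ difference at 24 hr than at 2 hr. This count was 2551 with normexp background correction, the setting that lowered it most. Of the 5382 probes, 1873 were also called in the direct comparison at 2 hr, which rests on the E_2_ arrays of the other scanner and strain, and 1185 were called in the direct comparison at 24 hr.

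Single transcripts fell into different patterns at 24 hr. *Igf1* (chromosome 10 in the array annotation, which names no build) rose by 1.44 ± 0.105 (log2 fold change ± SE, n = 3 arrays per group) after E_2_ and by 0.16 ± 0.105 after E_3_, and the difference of -1.28 was called (limma adjusted p = 9.6e-06), although at 2 hr the increases were 1.08 and 1.13. In contrast, *Ube2c* (chromosome 2) rose by 3.53 ± 0.372 after E_2_ and 3.23 ± 0.372 after E_3_ at 24 hr, and the difference was not called (adjusted p = 0.553). *Ccnb2* (chromosome 9) rose by 2.73 ± 0.355 and 3.00 ± 0.355, again without a called difference (adjusted p = 0.586). *Cdc2a* and *Aurkb* were called for both compounds at 24 hr, with E_3_ minus E_2_ differences of -0.81 and -0.68 that did not pass the cutoffs. The *Aurkb* increase after E_3_ missed the p-value cutoff when saline replicate 1, saline replicate 3, or E_3_ replicate 1 was left out. Of early transcripts, *Ppp2r2c* remained at 2.11 after E_2_ at 24 hr and was at 0.21 after E_3_ (difference -1.90, adjusted p = 7.5e-04), and *Inhbb* was at 0.94 and -0.11 (difference -1.05, adjusted p = 1.1e-04). Only these 2 of the paper's 11 early transcripts were called in this direct comparison. Of the 11 differences, 9 lay below 0 and 2 above, with a median of -0.32.

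**Figure D3:**
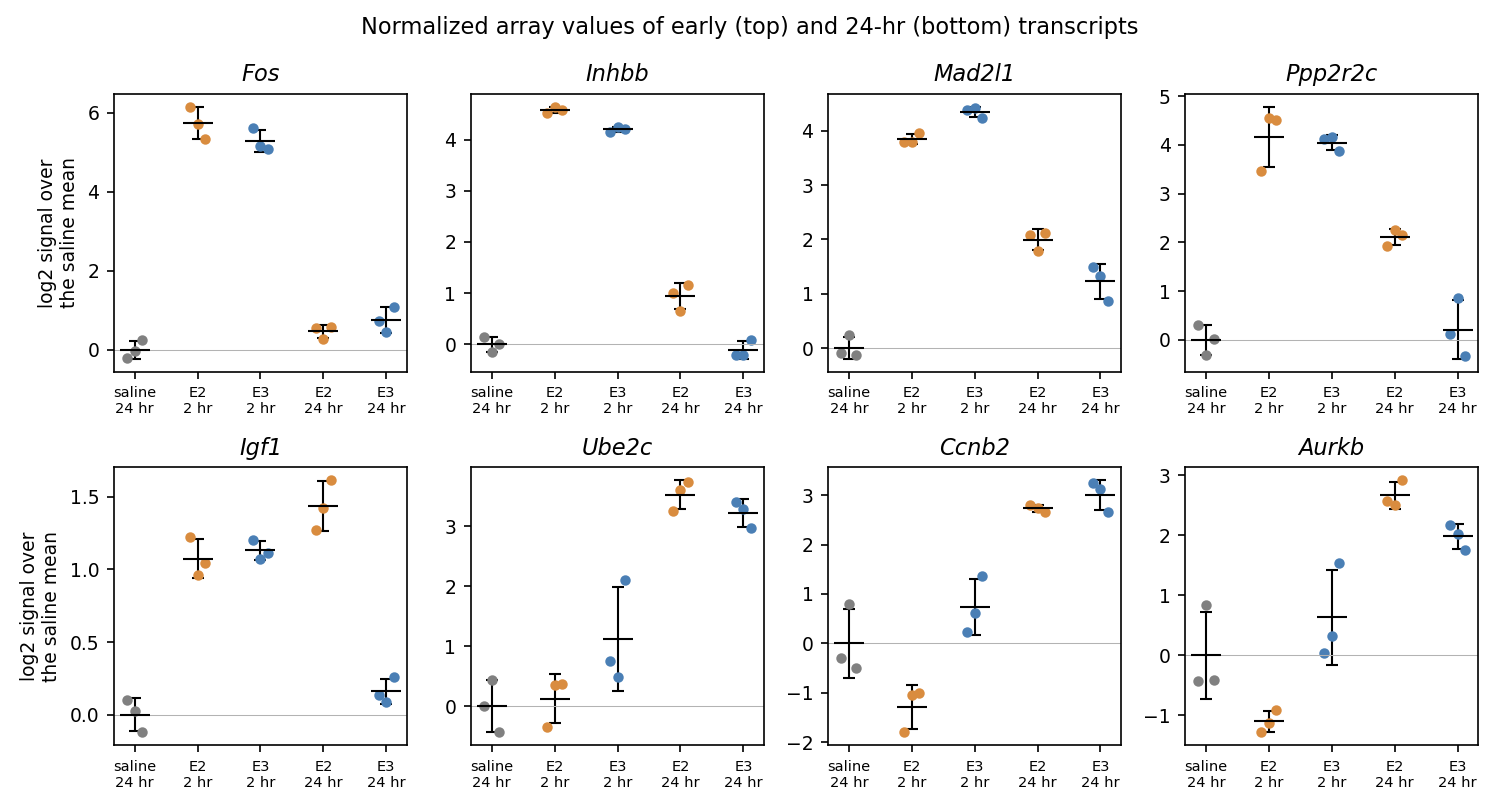
Normalized log2 signal minus the mean of the 3 saline arrays (vertical axes) for 8 transcripts in the 5 groups; circles are single arrays, horizontal bars are means, and error bars are SDs (n = 3 arrays). At 24 hr the E_3_ arrays lie below all E_2_ arrays for *Inhbb*, *Mad2l1*, *Ppp2r2c*, *Igf1*, and *Aurkb*, and overlap them or lie above them for *Fos*, *Ube2c*, and *Ccnb2*.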

Overall, the microarray profiles indicate that the xenoestrogens, like the weak estrogen E_3_, were similar to E_2_ in eliciting early gene regulation but less effective in sustaining later responses. This observed trend was verified using RT-PCR evaluation transcripts identified in our previous studies as characteristic of early and late responses to E_2_ (Hewitt et al. 2003, 2005, 2006, 2009).

*Stat5a*, *Inhbb*, *Mad2l1*, and *Ppp2r2c* are all transcripts we have previously demonstrated to be increased in the uterus 2 hr after E_2_ treatment in WT but not in KIKO or αERKO mice (Hewitt et al. 2009). All four of these transcripts were increased by E_2_ as well as by BPA and HPTE after 2 hr (Figure 3). None of the compounds could induce these four transcripts in KIKO or αERKO uteri, indicating that the responses rely on full activity of ERα. The xenoestrogens were less effective than E_2_ in inducing *Inhbb*, *Mad2l1*, and *Ppp2r2c*, but HPTE was more effective than E_2_ in increasing *Stat5a*. We previously demonstrated the presence of an ERE in the *Stat5a* promoter, thus explaining the lack of response of this transcript to estrogens in KIKO mice (Hewitt et al. 2010b).

Previous analyses have demonstrated that *Cdkn1a* and *Wnt4* transcripts can be increased by E_2_ in WT and KIKO uteri, indicating that their regulation involves the tethered mechanism (Hewitt et al. 2009; O’Brien et al. 2006). BPA and HPTE also increased *Cdkn1a* and *Wnt4* transcripts in uteri of WT and KIKO mice but not in those of αERKO mice (Figure 3), indicating that these transcripts are regulated by indirect DNA binding. Sp1 binding sites have been identified in both promoters (Ray et al. 2008; Yoshida et al. 2008). BPA and HPTE were as effective as E_2_ in increasing KIKO *Wnt4* and WT *Cdkn1a*. However, in KIKO uteri, *Cdkn1a* induction by BPA or HPTE was significantly lower than induction by E_2_. Similarly, in WT uteri, the increase of *Wnt4* after HPTE exposure was significantly lower than the the increase induced by E_2_. We have previously demonstrated that uterine *Errfi1* is a target of E_2_ and increases in both WT and KIKO samples (Hewitt et al. 2009). Interestingly, BPA and HPTE also increased this transcript in KIKO and WT uteri; although the xenoestrogen-mediated increase in WT uteri is less robust than with E_2_, the increases with BPA and HPTE are equally as effective as those with E_2_ in KIKO uteri.

We previously showed that *Sox8* (SRY-box containing gene 8) transcripts are selectively increased by E_2_ in KIKO but not WT uteri (Hewitt et al. 2009). In the present study, BPA and HPTE also increased *Sox8* selectively in KIKO uteri (Figure 3). E_2_ increased the KIKO *Sox8* transcript more markedly than did BPA or HPTE.

*Nr4a1*, *Fos*, *Cyr61*, and *Gadd45g* are ERα-dependent, rapidly induced uterine transcripts (Hewitt et al. 2003, 2005, 2006, 2009). BPA and HPTE induced WT uterine *Nr4a1*, *Fos*, *Cyr61*, and *Gadd45g* transcripts (Figure 3), but not as robustly as did E_2_. E_2_ increases *Nr4a1*, *Fos*, and *Cyr61* not only in KIKO but also in αERKO uteri (Hewitt et al. 2009), an effect that is likely mediated by residual ERα in KIKO and αERKO uteri from a splice variant, E1, that lacks the N-terminal AF-1 (activation function-1) domain of the ERα (Couse et al. 1995). Here, we found that BPA and HPTE increase *Nr4a1*, *Fos*, and *Cyr61* transcripts in the KIKO but not in the αERKO samples (Figure 3). Thus, it appears that the residual activity mediated through the E1 splice variant in αERKO uteri after E_2_ treatment is not triggered by BPA or HPTE, suggesting that these compounds require the presence of the N-terminal AF-1 region of the ERα. None of these compounds increased *Nr4a1*, *Fos*, or *Cyr61* in uteri of Ex3αERKO, a complete ERα-null model that lacks the E1 splice variant (Hewitt et al. 2010a) [see Supplemental Material, Figure 5 (doi:10.1289/ehp.1002347)]. The increase in these transcripts was equally effective with E_2_ and the xenoestrogens in this experiment (see Supplemental Material, Figure 5), unlike the previous experiment (Figure 3), in which xenoestrogens were less effective than E_2_. The background strain used in the second experiment of WT littermates of the Ex3αERKO mice was predominantly C57bl/6, whereas the WT littermates of the KIKO mice were a mixture of C57bl/J and 129/SvJ, which might alter the sensitivity to or the metabolism of the compounds. Despite the difference in relative effectiveness, these results still indicate that the N-terminal truncated ERα is insensitive to the xenoestrogens and that the responses depend on ERα.

*Gadd45g* is rapidly and robustly increased in both WT and KIKO uteri by E_2_, BPA, and HPTE (Figure 3), but none of the compounds is effective in αERKO uteri, indicating that the response requires ERα. The increase is greater with E_2_ in WT mice.

To validate the observed 24-hr gene responses, we selected transcripts that we have previously shown to be regulated by E_2_ (Hewitt et al. 2003, 2005, 2006). *Ube2c*, *Ccnb2*, *Cdc2a*, and *Aurkb* are all associated with the G2/M phases of the cell cycle, and are also all increased in the WT uterus by E_2_ after 24 hr. E_2_ causes little or no increase in these transcripts in KIKO uteri (Hewitt et al. 2010b), which correlated with the lack of uterine growth response. *Dhcr24*, a critical enzyme in cholesterol biosynthesis, is similarly a marker of uterine gene response to E_2_ after 24 hr. BPA and HPTE also increased WT uterine *Dhcr24*, *Ube2c*, *Ccnb2*, *Cdc2a*, and *Aurkb* (Figure 4). The increased transcription was greater with E_2_ than with the xenoestrogens, with the exception of *Ccnb2*, which was increased equally by E_2_ or HPTE but exhibited reduced response to BPA. E_2_, BPA, or HPTE did not increase *Ube2c*, *Ccnb2*, *Cdc2a*, or *Aurkb* in KIKO uteri. KIKO *Dhcr24* was significantly increased by E_2_ or BPA, but the E_2_ increase was markedly less robust than that observed in WT uteri. Overall, analysis of previously characterized ERα-dependent 24-hr uterine transcripts confirms a trend of less responsiveness at the 24-hr time point with BPA and HPTE compared with E_2_ that is also reflected in the attenuated uterine growth (Figure 1B).

### Potential xenoestrogen-selective transcripts could not be verified

Microarray transcript profiles suggest that some ERα-dependent gene responses might have been initiated by BPA and HPTE that were not observed with E_2_. We evaluated five apparent xenoestrogen–up-regulated transcripts observed in the microarray data by RT-PCR of independent samples [see Supplemental Material, Figure 6 (doi:10.1289/ehp.1002347)]. *Axin1* (axis inhibitor 1), *Per1* [period homolog 1 (*Drosophila*)], and *Gna12* (guanine nucleotide binding protein, alpha 12) were all increased by E_2_ as well as BPA and HPTE, whereas *Mvp* (major vault protein) was increased only by BPA, and *Tnxb* (tenascin XB) was not changed by any of the treatments. Thus, except for *Mvp*, none of these genes reproduced the apparent selective xenoestrogen regulation that we observed in the microarray data that were evaluated by RT-PCR with independent samples.

## Discussion

Numerous studies have assessed potential estrogenicity of BPA and HPTE using models more amenable to toxicological and risk assessment (Myers et al. 2009; Tiemann 2008; Vandenberg et al. 2007, 2009; vom Saal et al. 2007). Additionally, chemical modeling studies have indicated possible modes of interaction between BPA or HPTE with ERα compared with E_2_ and other estrogens (Celik et al. 2008). Other approaches that use *in vitro* models have been useful in indicating modes of ER-mediated response (Gaido et al. 1999, 2000; Safe et al. 2001; Yoon et al. 2000) but do not reflect the global transcriptional events or endogenous gene transcriptional regulation. Previous microarray studies have examined prolonged exposures of uterine tissues (Ashby and Odum 2004; Waters et al. 2001) or used cell culture models (Boehme et al. 2009). Our approach differed from these both in method and in purpose. In our study we used methods optimized to be highly estrogen sensitive, not necessarily to address health effects or to address chemical properties, but to indicate aspects of mechanisms and response of these chemicals directly mediated by ERs. Accordingly, although the BPA and HPTE doses were relatively high, they were previously shown to be the minimum doses effective in initiating uterine responses of IGF1 receptor activation and epithelial cell proliferation (Klotz et al. 2000) to a degree comparable to that of E_2_. Similarly, *in vitro* studies have indicated doses of 75 μM BPA and 25 μM HPTE were needed for a reporter gene response to match that of 10 nM E_2_ (Safe and Kim 2008).

Initially, we used microarray to assess the gene profiles of E_2_ compared with two endocrine disruptors: BPA, which is polymerized to produce polycarbonate plastics, and HPTE, which is a metabolite of the pesticide methoxychlor. Both chemicals have been shown to stimulate uterine proliferation in an ERα-dependent manner (Klotz et al. 2000), which we further confirmed here and extended to include evaluation of Ki67 (a general marker of cell proliferation) and phospho ser10 histone H3 (a marker of perimitosis) in addition to uterine weight increase after 72 hr. Interestingly, both BPA and HPTE were less effective than the established weak estrogen E_3_ in stimulating Ki67, but they were similar to E_3_ in all other indicators of uterine growth response. In agreement with a mode similar to the weak estrogen E_3_, the early (2-hr) gene profiles were very similar between E_3_ and E_2_, BPA, or HPTE and further showed dependence on ERα, indicating that these compounds are interacting with ERα to induce transcriptional responses in the uterine tissue. 

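The 11 transcripts that the paper names as increased early in WT uteri were all called at 2 hr for both E_2_ and E_3_. Their median log2 fold change was 3.92 after E_2_ (2.43 to 5.74) and 3.69 after E_3_ (2.15 to 5.29). None of the 11 was called in the direct comparison. That does not show equal responses, since the E_2_ arrays at 2 hr had another scanner and strain label than the E_3_ arrays. The E_2_ arrays also spread widely for some transcripts, such as *Nr4a1* (6.371, 4.965, and 4.922 on the normalized log2 scale). *Fos* rose by 5.74 ± 0.226 (log2 fold change ± SE, 3 arrays per group) after E_2_ and by 5.29 ± 0.226 after E_3_ (difference -0.45, limma adjusted p = 0.125). *Stat5a* rose by 2.43 ± 0.247 and 2.15 ± 0.247 (difference -0.28, adjusted p = 0.391). *Gadd45g* and *Errfi1* were lower after E_3_ (differences -0.62 and -0.55, adjusted p = 3.7e-04 and 0.0203), and *Mad2l1* was higher (difference 0.50, adjusted p = 0.024), each by less than the 2-fold cutoff. For *Inhbb*, the difference was -0.38 (adjusted p = 0.0326) with its brightest probe and 0.38 with the other probe of the gene. Against saline, all 11 passed the Benjamini-Hochberg threshold of 0.05 for each compound, adjusted over the list alone and over all probes tested. A list of 20 immediate early genes had a median log2 fold change of 2.39 after E_2_ and 2.32 after E_3_, with 16 genes called for each. Of this list, 19 genes passed the same threshold for each compound, adjusted over the list alone, and 19 over all probes. In the direct comparison at 2 hr, 1 gene of this list was called lower after E_3_ and none higher, 15 of the 20 lay below 0, the median difference was -0.28, and 4 genes passed the adjusted threshold over the list alone and 4 over all probes. Both lists hold *Fos*, *Cyr61*, *Gadd45g*, and *Nr4a1*, and the paper chose its transcripts for their known response to E_2_.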

The gene profiles add to a growing body of data that demonstrate ERα-mediated estrogenic activities in a manner that reflects a massive global transcriptional activity that is very highly correlated to the gene responses mediated by E_2_. The reconfirmation of some of these early phase transcripts by RT-PCR indicates that BPA and HPTE are able to regulate uterine transcripts through a mechanism that requires ERα and can use either direct ERE binding or tethered interaction with target genes. Previous work has demonstrated that there are several E_2_-induced transcripts in the uteri of ERα-null αERKO mice. These responses are mediated by a truncated E1 ERα molecule that lacks the AF-1 region (Couse et al. 1995; Hewitt et al. 2009). In the present study, we observed that these E1-responsive transcripts are not sensitive to BPA or HPTE, a novel finding indicating that these compounds rely on the AF-1 cofactor binding region of the ERα. These are compelling findings, suggesting that exposures to chemicals such as BPA or HPTE have the potential to profoundly affect exposed individuals by interfering with endogenous estrogens or by initiating inappropriate estrogenic effects.

We found that the intensities of later (24 hr) E_3_, BPA, and HPTE responses in the gene profiles were reduced relative to E_2_; this suggests that these compounds are weaker than E_2_ in their ability to sustain a response. Indeed, the gene profiles of BPA and HPTE were very similar to that of E_3_, a known weak or impeded estrogen (Clark and Markaverich 1984; Katzenellenbogen 1984). 

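The reduction at 24 hr was compared among lists of genes. A list of 39 proliferation genes (such as *Ccnb2*, *Aurkb*, and *Mcm2*) had a median log2 fold change of 2.41 after E_2_ and 1.98 after E_3_, and 37 and 25 of the genes were called. All 39 passed an adjusted p-value of 0.05 after E_2_ and 30 after E_3_, both adjusted over the list alone and over all probes. For 20 genes of cholesterol synthesis, the medians were 1.65 and 0.86, with 18 and 7 genes called (20 and 15 passing the adjusted threshold over the list alone, and the same over all probes). For 18 secretory genes of the epithelium, they were 2.76 and 1.38, with 14 and 10 genes called (15 and 14 adjusted over the list alone, 15 and 13 over all probes). In limma's fry test of the E_3_ minus E_2_ difference, each list was lower after E_3_, with medians of -0.57 (33 of 39 genes lower, adjusted p = 0.00732), -0.96 (20 of 20, adjusted p = 6.1e-06), and -1.30 (17 of 18, adjusted p = 4.3e-06). Of the genes, 15, 20, and 12 passed the threshold for this difference adjusted over the list alone, and 15, 18, and 12 over all probes. The camera test with its preset correlation also called these 3 differences. The list medians of the 3 E_3_ arrays at 24 hr, divided by the median of the E_2_ arrays, were 0.829 ± 0.096 (SD, n = 3) for proliferation, 0.494 ± 0.161 for cholesterol synthesis, and 0.529 ± 0.138 for secretory genes. From the lower intensities at 24 hr, the paper proposes that E_3_ is weaker than E_2_ in sustaining the response.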

We verified this observed effect by RT-PCR, showing that the xenoestrogens can induce early transcripts similar to E_2_ and that later responses were attenuated. The decrease in the later responses may result from the rates of metabolism or how well BPA and HPTE maintain interaction with ERα, as is seen with E_3_, where retention of nuclear binding and RNA polymerase II activities are similar early after injection but are not maintained as long as E_2_ responses (Clark and Markaverich 1984).

Some transcript responses in the array analysis were apparently unique to the xenoestrogens. Further analysis of signal intensities of these arrays indicated altered basal signal intensity levels of the vehicle channel of BPA and HPTE for about 5–10% of the transcripts in these clusters, representing these hypothetical xenoestrogen-regulated transcripts (data not shown), which gives the appearance that xenoestrogens are regulating these transcripts compared with the altered baseline. Consistent with this, except for one example (*Mvp*), xenoestrogen-selective responses could not be verified by independent RT-PCR. Additionally, we recently repeated this experiment with new samples and no longer saw these patterns (data not shown; GEO accession no. GSE24525). Our results indicate that BPA and HPTE primarily signal through mechanisms mediated by ERα.

We have previously reported that some of the late response genes are associated with G2–M progression, as would be expected to occur as part of the uterine growth response (Hewitt et al. 2003, 2009). BPA and HPTE are less able to mediate some of these transcripts, including *Cdc2a* and *Aurkb* (Figure 4), whereas BPA is less able to induce *Ccnb2*. The inability of BPA and HPTE to maintain the responses is also reflected in the less intense Ki67 level (Figure 1A) as well as lower maximal uterine weight obtained in 3-day uterine bioassays (Figure 1B) (Markey et al. 2001; Newbold et al. 2001).

Overall, the analysis of KIKO responses [which are restricted to the ERE-independent mode of ERα-dependent response (Jakacka et al. 2001; O’Brien et al. 2006)] to the endocrine-disrupting chemicals (BPA, HPTE) indicated similarity with the KIKO response to E_2_, confirming the sensitivity of this mode of ERα signaling for xenoestrogenic compounds. It is interesting that the pattern of response to E_2_ or xenostrogen is more highly correlated within each genotype (WT or KIKO) than with chemical identity, which emphasizes the similarity of the activity of these chemicals to estrogens and the potential for effects *in vivo*. The differences between WT and KIKO gene profiles were the focus of a previously published study (Hewitt et al. 2009). In that study, analyses of the E_2_ responses in KIKO uteri indicated that some pathways (e.g., JAK/STAT signaling) are regulated similarly in WT and KIKO uteri, whereas others (e.g., WNT/β-catenin signaling) are impacted in both WT and KIKO uteri; however, the outcome is altered in KIKO compared with the WT uteri because different members of the pathway are affected or regulated in opposite directions. In the present study, these differences were also observed with BPA and HPTE. For example, the *Ppp2r2c* transcript, encoding an important activator of β-catenin (CTNNB1) transcriptional activity (Gordon and Nusse 2006), was increased in WT uteri by E_2_, as well as by BPA and HPTE (Figure 3), but was not changed in KIKO mice by any of the treatments. Conversely, *Sox8*, which encodes an inhibitor of CTNNB1-mediated transcription (Gordon and Nusse 2006), was not changed in WT uteri but was increased by all three treatments in KIKO uteri (Figure 3). The observed KIKO-selective transcript regulation, such as the increase in *Sox8*, suggests a complex mechanism of regulation or, alternatively, indicates that the cells of the KIKO uterus have developed abnormal signaling pathways. At this point, our study does not address reasons for the unique and unexpected KIKO uterine transcript profile. However, the fact that BPA and HPTE elicited the same unique KIKO uterine transcript profiles as E_2_ supports the idea that their activity and mechanism resemble those of E_2_. Thus, here we present a novel *in vivo* study indicating that, as previously described using *in vitro* cell culture systems (Fujimoto et al. 2004; Safe and Kim 2008; Wu et al. 2008), the tethered response mechanism is sensitive to xenoestrogen compounds.

## Conclusion

Our study was designed to evaluate the mechanistic aspects of xenoestrogenic chemicals in an *in vivo* system and their impact through ERα signaling on biological processes. We observed clear similarities between the xenoestrogens tested and E_2_—especially in the 2-hr treatment group—in the microarray profiles, and we verified these observations by RT-PCR. Our findings and the availability of the microarray data set will be useful in the development of a panel of biomarker uterine transcripts for future evaluation of modes of action and mechanisms of other potentially estrogenic chemicals.

## Figures and Tables

**Figure 1:**
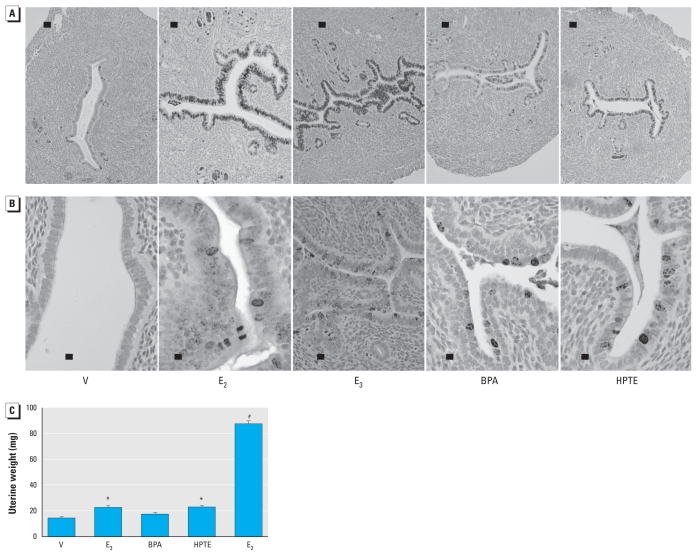
E_2_-, E_3_-, BPA-, and HPTE-mediated uterine growth responses. Photomicrographs showing Ki67 (*A*; bar = 100 μm) and phospho ser10 histone H3 (*B*; bar = 20 μm) in uterine tissue from mice treated 24 hr with oil vehicle (V), E_2_, E_3_, BPA, or HPTE. (*C*) Uterine weight (mean ± SD) of mice injected daily for 3 days with vehicle, E_2_, E_3_, BPA, or HPTE; uterine weights were collected on the fourth day. *p < 0.05, and ^#^*p* < 0.001, compared with vehicle, by one-way ANOVA and Tukey’s comparison; all treatment groups were significantly different (*p* < 0.001) from E_2_.

**Figure 2:**
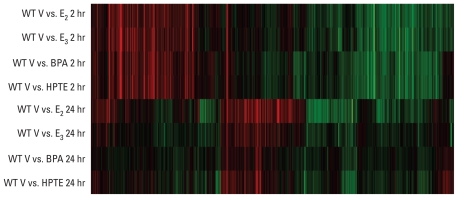
Microarray profile showing comparison of uterine gene response profiles 2 or 24 hr after treatment. Hierarchical clusters were built in Rosetta Resolver using cutoffs of *p* < 0.001 and at least a 2-fold change in expression in WT uteri after E_2_, E_3_, BPA, or HPTE treatment. Each horizontal row represents comparison of saline vehicle (V) and an estrogenic substance (E_2_, E_3_, BPA, or HPTE). Red and green indicate genes that were increased or decreased, respectively, relative to vehicle treatment.

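At these cutoffs, 7384 probes were called against saline for E_2_ at 2 hr, 3675 increased and 3709 decreased, and 4795 for E_3_ at 2 hr, 1628 increased and 3167 decreased. At 24 hr, 6280 probes were called for E_2_, 2411 increased and 3869 decreased, and 1325 for E_3_, 643 increased and 682 decreased. With a Benjamini-Hochberg adjusted p-value under 0.05 in place of the p-value cutoff, the 4 counts were 8381, 5482, 7334, and 1867. Normexp background correction gave 3785, 2280, 2888, and 563, and the p-value cutoff without a minimum change moved the E_3_ count at 24 hr most, to 5555. The split at 24 hr depended on the processing. Under normexp, 1571 probes increased and 1317 decreased for E_2_, and 503 and 60 for E_3_. For E_3_ it was 765 and 537 with quantile normalization, and 547 and 876 without scaling between arrays. With each array left out in turn, the counts stayed within 6757 to 7708, 4488 to 4855, 5516 to 6353, and 1060 to 1362.

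Among called genes that were well above background on at least 2 arrays of both groups and whose arrays did not overlap, the 3 largest increases at 2 hr were those of keratin genes for both compounds. *Krt85* rose by 11.07 ± 0.453 (log2 fold change ± SE, n = 3 arrays per group, limma adjusted p = 5.7e-09) after E_2_ and by 10.78 ± 0.453 (adjusted p = 1.2e-08) after E_3_, followed by *krt86* (7.55 and 7.97) and *Krt2-25* (7.43 and 7.82). At 24 hr, *Krt85* rose by 7.80 after E_2_, *Sprr2d* by 7.26 after E_2_ and 4.89 after E_3_, and *Sprr1a* by 6.39 and 4.19. The largest decreases by the same rule included *Es1* (-7.04), *Apoa2* (-6.45), and *Ambp* (-5.78) after E_2_ at 2 hr, *Coch* (-5.57), *Alb1* (-5.50), and *Fabp1* (-5.36) after E_2_ at 24 hr, and *Fgg* (-4.89), *Mbl2* (-4.89), and *Alb1* (-4.90) after E_3_ at 24 hr. Apart from *Coch*, these are transcripts abundant in liver. The liver transcripts were high on the 3 saline arrays, where *Alb1* lay at 3.38, 1.90, and 1.54 on the normalized log2 scale, and the decrease of *Mbl2* missed the p-value cutoff under normexp background correction. After E_3_ at 2 hr, the largest decreases were those of *B130024G19Rik*, *4930500O09Rik*, and *Ptgfr*, each -4.28 to -4.26.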

**Figure 3:**
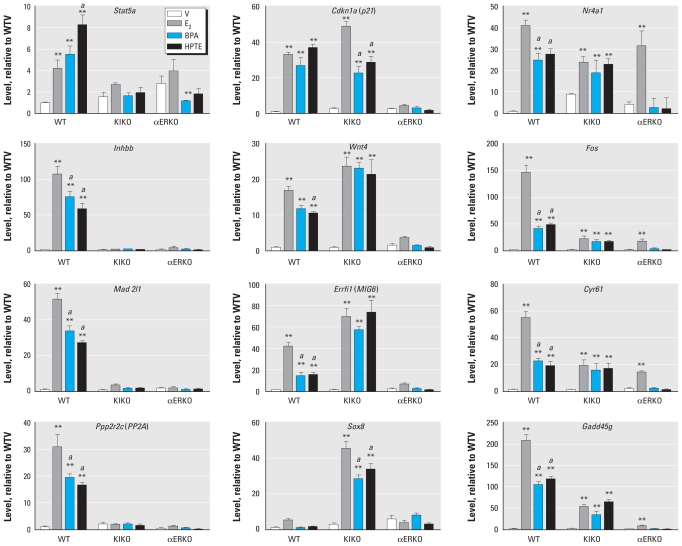
RT-PCR of cDNA prepared from uterine RNA isolated from WT, KIKO, or αERKO mice treated with saline vehicle (V), E_2_, BPA, or HPTE for 2 hr. Abbreviations: *Stat5a,* signal transducer and activator of transcription 5A; *Cdkn1a* (*p21*), cyclin-dependent kinase inhibitor 1A (P21); *Nr4a1*, nuclear receptor subfamily 4, group A, member 1; *Inhbb,* inhibin βb; *Wnt4,* wingless-related MMTV integration site 4; *Fos,* FBJ osteosarcoma oncogene; *Mad2l1*, MAD2 mitotic arrest deficient-like 2 (yeast); *Errfi1* (*MIG6*), ERBB receptor feedback inhibitor 1; *Cyr61*, cysteine rich protein 61; *Ppp2r2c* (*PP2A*), protein phosphatase 2 (formerly 2A), regulatory subunit B (PR 52), gamma isoform; *Sox8,* SRY-box containing gene 8; *Gadd45g,* growth arrest and DNA-damage-inducible 45. Values are calibrated relative to ribosomal protein L7 (PL-7) and are plotted relative to WT vehicle levels for each transcript; results were analyzed by two-way ANOVA with a post *t*-test. *^a^p* < 0.01 relative to E_2_. **p < 0.01 relative to the vehicle within the genotype.

**Figure 4:**
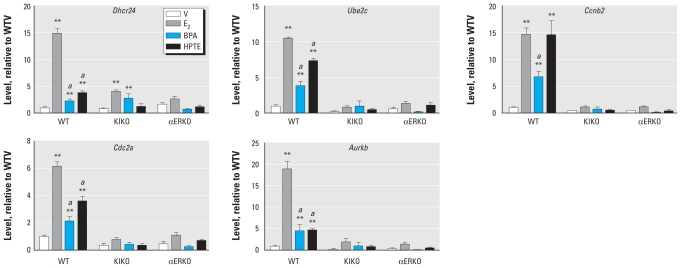
RT-PCR of cDNA prepared from uterine RNA isolated from WT, KIKO, or αERKO mice treated with saline vehicle (V), E_2_, BPA, or HPTE for 24 hr. Abbreviations: *Dhcr24*, 24-dehydrocholesterol reductase; *Ube2c,* ubiquitin-conjugating enzyme E2C; *Ccnb2* cyclin B2; *Cdc2a,* cell division cycle 2 homolog A (*S. pombe*); *Aurkb,* aurora kinase B. Values are calibrated relative to ribosomal protein L7 (PL-7) and are plotted relative to WT vehicle levels for each transcript; results were analyzed by two-way ANOVA with a post *t*-test. *^a^p* < 0.01 relative to E_2_. **p < 0.01 relative to the vehicle within the genotype.

**Table 1:** Correlation of common signature genes in WT mice.

	Oil vehicle	
Saline vehicle	Versus BPA	Versus HPTE
Versus E_2_ 2 hr	0.92 (3,400)	0.92 (3,143)
Versus E_2_ 24 hr	0.61 (1,113)#	0.66 (2,022)#

Values are from scatterplot analyses shown in Supplemental Material, Figure 1A (doi:10.1289/ehp.1002347). The number of common signature genes is shown in parentheses.

# Correlation coefficient is significantly lower (*p* < 0.001) than at 2 hr.

**Table 2:** Correlation of common signature genes in KIKO mice (vs. KIKO E_2_ or WT E_2_).

KIKO vehicle (saline)	KIKO vehicle (oil)		WT saline vehicle versus E_2_
	Versus BPA	Versus HPTE	
Versus E_2_ 2 hr	0.93 (1,896)	0.93 (2,002)	0.77 (2,443)##
Versus E_2_ 24 hr	0.05 (170)#	0.87 (349)#	0.63 (1,433)##

Values are from scatterplot analyses shown in Supplemental Material, Figure 1B and 1C (doi:10.1289/ehp.1002347). The number of common signature genes is shown in parentheses.

# Correlation coefficient is significantly lower (*p* < 0.001) than at 2 hr.

## Correlation coefficient for WT vehicle versus E_2_ versus KIKO vehicle versus E_2_ is significantly lower (*p* < 0.001) than for KIKO vehicle versus E_2_ versus KIKO vehicle versus BPA or HPTE.

How the deposited data were processed for this re-analysis (not part of the article)

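Uterine RNA of ovariectomized WT mice was measured on 15 one-color Agilent Whole Mouse Genome arrays (4 × 44 format), with 3 arrays for each of 5 groups: saline vehicle at 24 hr, E_2_ at 2 hr, E_3_ at 2 hr, E_2_ at 24 hr, and E_3_ at 24 hr. The authors labeled the RNA with Cy3, scanned the slides, and extracted signals with Agilent Feature Extraction 9.5.3.1. The deposited scanner files give, for each of 45018 spots, the processed intensity (background subtracted and corrected for trends within the array, on a linear scale), the mean spot intensity, the median local background, and flags for outliers and for signals well above background. The deposited table of all samples holds the same processed intensities (largest relative difference 0), so neither kind of file is normalized between arrays. The paper's figures were made with Rosetta Resolver, whose error model cannot be repeated from these files. The arrays sat on 7 slides and were read on 2 scanners on 2 days.

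The analysis used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and figures were drawn with python 3.11.15 and matplotlib 3.10.9. Control spots were dropped, which left 43379 spots of 41174 probes. Over the 15 arrays, 1893 spots with an outlier flag were set aside, which left 744 values missing, and the remaining spots of 1 probe were averaged. The log2 processed intensity minus the log2 of the array's 75th percentile was used as the expression value. Between-array scaling of this kind assumes that most probes do not change. Probes were kept when well above background on at least 2 arrays of a group, 34776 probes (84.5%), of which 34766 had values enough for the tests that include E_2_ at 2 hr. A gene symbol was given for 33297 probes, and 22951 (55.7%) matched the reference table of gene names by accession. Probe coordinates come from the array annotation, which names no genome build, so only chromosomes are given. The lowest value among probes well above background lay at -8.29 to -7.76 over the arrays on the normalized log2 scale, and fold changes that start near it, such as those of *Krt85* (-7.89 on the saline arrays), depend on the background subtraction. The number of arrays limits the precision.

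The groups were compared with limma's linear model and empirical Bayes moderation (5 group means, 10 residual and 2.06 prior degrees of freedom). There were 7 comparisons: each treated group against saline, E_3_ against E_2_ at each time, and the E_3_ minus E_2_ difference at 24 hr minus that at 2 hr (time by compound interaction). A probe was called when its p-value was below 0.001 and its change at least 2-fold, and Benjamini-Hochberg adjusted p-values over all tested probes were given beside it. The E_3_ and E_2_ responses were compared by the correlation of log2 fold changes over probes called for both, and by the ratio of root mean square log2 fold changes over probes called for either. The part of the correlation that comes from independent noise of the shared saline arrays was estimated on 50 sets of simulated arrays without treatment effects. A further 50 sets, chosen after seeing the data, had different control arrays for each group. The calling procedure was tested on simulated data of 34296 probes, in which 200 probes changed by 3- to 8-fold. It recovered 93.5% to 98% of them in the 6 comparisons between groups, with 0 wrong signs and 5 to 21 false calls per comparison. For the interaction, simulated after seeing the data, it recovered 89% with 0 wrong signs and 19 false calls.

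The genes named in the text were set by a rule. They are the transcripts the paper names as measured, the 3 genes with the largest rise and the 3 with the largest fall in each comparison among called probes that are well above background on at least 2 arrays of each group compared and whose arrays do not overlap, and the genes of the lists. A gene with several probes is represented by the probe with the highest mean signal. The lists were proliferation, cholesterol synthesis, epithelial secretory, immediate early, the paper's early transcripts, the paper's late transcripts, and markers of fat, skeletal muscle, blood, strain, and sex chromosomes. The comparisons, cutoffs, naming rule, and these 11 lists were chosen before the data were examined. The lists were tested at 24 hr with limma's fry, adjusted over 33 tests (11 lists in 3 comparisons), and with camera at its preset correlation as the alternative. Lists of liver, exocrine pancreas, and lymph node transcripts were written after the arrays had been seen, each in a part with the genes noticed and a part with further genes.

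The alternatives were normexp background correction (offset 50), quantile normalization, the 75th percentile over probes well above background on all arrays, no scaling between arrays, no filter on dim probes, a mean signal above 100 (28639 probes, the filter the paper used for two-color arrays), Benjamini-Hochberg adjusted p under 0.05 with 2-fold, a p-value below 0.001 with no minimum change, the signal filter together with no minimum change, slide or replicate number as a block, only the groups compared, other selections of probes, Spearman correlation, different saline arrays for the compounds, and leaving out each array in turn. Lymph node and pancreas scores as covariates were added after the data had been seen. Replicate numbers were checked as pairs. Arrays with the same number had a mean residual correlation of 0.006 and others -0.001, so the numbers were not treated as pairs. Two-color arrays, BPA, HPTE, KIKO, and αERKO samples, RT-PCR, and tissue staining were not analysed here. Some results for single genes are not reported.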

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

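The tests of other probes of the same gene, of regrouped arrays, and of pancreas transcripts in this part were chosen after the result was seen.

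The difference between E_3_ and E_2_ changed between 2 and 24 hr. The change was tested as an interaction, and 5382 probes were called. Among 100 groupings of the E_2_ and E_3_ arrays within each time, drawn at random with the real one included, only 1, the real one, gave as many calls. The next largest gave 2277, and the median of the others was 8. Chance can be excluded as the source of the whole count. Among the 5382 probes, 1873 were also called between E_3_ and E_2_ at 2 hr, 1185 at 24 hr, 116 at both times, and 2440 in neither direct comparison.

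The 2-hr side of this difference rests on the E_2_ arrays that were run on other slides, another scanner, and another day, from mice labeled with another strain. Of the probes that differed between E_3_ and E_2_ at 2 hr, 75.3% had an E_3_ change below 0.25 of the E_2_ change or in the opposite direction, against 58.3% at 24 hr. This share was set out as a test of the batch, but a compound that leaves a transcript near the vehicle level gives the same pattern, so batch, strain, and compound cannot be told apart. Spike-in control probes, whose added RNA does not depend on the treatment, differed on these arrays. For 6 of 8 spike-in probes all 3 E_2_ arrays lay above the range of the other 12, with mean deviations of 0.27 to 0.55 (log2) per array, and this is consistent with a scanner or labeling batch. These values are relative to the array's 75th percentile, so a treatment that shifts this percentile would also move them. The 3 E_3_ arrays at 2 hr deviated by -0.616, -0.163, and -0.299, so E_2_ at 2 hr is not the only group with a spike-in offset. A strain difference also stays open.

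Other probes of the same genes give a further view. At 2 hr, when a gene had a called probe for E_3_ against E_2_, its other probes moved in the same direction in 67.4% of 1982 pairs. At 24 hr this share was 95.8% of 1289 pairs, in the 4 comparisons with saline it was 85.4% to 91.2%, and the signs alone would give 51.5% at 2 hr. Part of the 2-hr difference may lie in single probes, through hybridization or a sequence variant between strains. Called probes at 2 hr were also dimmer (median -4.58 against -2.89 log2 at 24 hr). Those for E_3_ against saline at 24 hr were about as dim (median -4.5), yet their share was 89.2%. Dimness alone is thus argued against as the cause of the low share at 2 hr. The share does not decide how large the part of single probes is. For 73 genes at least 2 probes were called in the same direction at 2 hr (7.4% of the 985 genes with several probes and a call, against 46.4% of 519 at 24 hr), where calls shuffled over the probes of genes with several probes, within 10 classes of signal, gave 22 to 56 in 1000 shuffles (median 35). Without overlapping probes of a gene there were 68 such genes, against 20 to 52. A difference of single probes alone is argued against as the cause of the whole count. Part of the 73 genes can still be coincidences, and which ones was not determined. A batch or strain difference in transcripts or in the sequence under several probes of a gene, and a difference between the compounds, stay open.

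The 24-hr side rests on arrays of 1 scanner, 1 day, and 1 strain label. A compressed scale on the E_3_ arrays is argued against by the spike-ins, whose slope of E_3_ on E_2_ arrays at 24 hr was 1.001 (0.999 to 1.004 for single arrays), while the response ratio was 0.605. Slides still differ between the compounds at 24 hr. A biological difference between E_3_ and E_2_ over time stays open as an explanation, and was not tested apart from slide at 24 hr and batch at 2 hr.

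A signal in genes that the paper does not discuss was found in exocrine pancreas transcripts. On E_3_ replicate 2 at 2 hr, 14 further pancreas genes had a median log2 difference from the saline mean of 10.02, and each of the 14 lay above every saline array. The same genes had medians of 8.44 on E_2_ replicate 2 at 24 hr, 3.51 on E_3_ replicate 3 at 2 hr, and 2.42 on E_2_ replicate 3 at 24 hr, but -0.69 on E_3_ replicate 1 at 2 hr and -0.24 on E_2_ replicate 1 at 24 hr. A further 12 genes had been picked from these arrays, and gave 12.36, 11.56, 6.71, and 5.37 on the same 4 arrays. Of the 14 further genes, 8, 11, and 10 were well above background on the 3 E_2_ arrays at 2 hr, which lack the excess. Part of the list thus gives some signal on arrays without the excess. The most abundant genes reached levels among the brightest on the array. *Amy2* stood at 6.91 and 6.37 and *Ctrc* at 6.75 and 5.95 (normalized log2) on the 2 highest arrays, against -2.68 to -2.18 and -6.44 to -4.45 on the saline arrays. RNA of pancreas in these samples is a candidate explanation, as a hypothesis. The signal appears on single arrays of groups with the same treatment, so treatment alone does not explain it. Whether it entered with the tissue or at a later step was not tested.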

How the results depend on the processing

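Lymph node and pancreas scores as covariates were chosen after seeing the data, and the other alternatives were planned. Counts were compared within 1.5 times, and correlations and ratios within 1 SD of the replicate arrays. Of 191 alternatives for the 7 counts of called probes, arrays left out included, 173 stayed within 1.5 times. For the changes below, the cause was not tested unless stated.

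Normexp background correction lowered every count of called probes. It gave 3785 for E_2_ at 2 hr, 2280 for E_3_ at 2 hr, 2888 for E_2_ at 24 hr, 563 for E_3_ at 24 hr, 764 for E_3_ against E_2_ at 2 hr, 946 for this comparison at 24 hr, and 2551 for the interaction. It kept between 28.2% (E_3_ against E_2_ at 2 hr) and 49.7% (E_2_ at 2 hr) of the calls, with 0 in the opposite direction. The share of increases among called probes went from 38.4% to 54.4% for E_2_ at 24 hr and from 48.5% to 89.3% for E_3_ at 24 hr. This correction moved the median of all probes by 0.207 (log2) for E_3_ at 24 hr, by 0.183 for E_3_ against E_2_ at 24 hr, and by 0.138 for the interaction, and quantile normalization moved it by 0.105 for E_2_ at 24 hr. Relative to such a shift, the directions of small changes at 24 hr are uncertain. The correlation became 0.98 at 2 hr and 0.929 at 24 hr, and the size ratio at 24 hr became 0.566.

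A p-value cutoff of 0.001 with no minimum change raised the counts, by its construction, to 14327, 10498, 13650, 5555, 7883, 6499, and 8747 in the same order, with correlations of 0.95 at 2 hr and 0.949 at 24 hr. With a signal above 100 as well, E_2_ and E_3_ at 2 hr gave 13220 and 9784. Benjamini-Hochberg adjustment with 2-fold gave correlations of 0.934 at 2 hr and 0.95 at 24 hr. Slide as a fixed block, possible only where a slide holds both groups, gave 2971 for E_3_ at 2 hr. As a random block, slide gave 4801 for this comparison. Without scaling between arrays the correlation at 2 hr was 0.953, and different saline arrays for the compounds gave 0.953 at 24 hr. The covariates gave 3418 for the interaction and kept 55.8% of its calls.

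The selection of probes sets part of the measures. The correlation was 0.848 at 2 hr and 0.877 at 24 hr over probes called for either compound, 0.683 and 0.782 over all filtered probes, and 0.906 and 0.923 by Spearman's method. The size ratio at 2 hr was 0.766 over probes called for E_2_, 0.997 over probes called for E_3_, and 0.746 as the median of ratios. At 24 hr it was 0.802 over probes called for E_3_ and 0.492 as the median of ratios. In each of these settings the ratio at 24 hr was lower than at 2 hr.

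The split of the E_3_ calls at 24 hr changed direction with the scaling. Increases made up 58.8% with quantile normalization, 38.4% without scaling, and 60.5% without E_3_ replicate 3. For E_3_ against E_2_ at 24 hr, increases made up 57.2% in the main setting, 50.9% (822 against 794) with quantile normalization, and 49% (791 against 822) without scaling. With each array left out in turn, no count, correlation, or ratio moved beyond these limits. The counts ranged from 6757 to 7708, 4488 to 4855, 5516 to 6353, 1060 to 1362, 2185 to 2654, 1456 to 1727, and 4795 to 5442 in the same order. The correlation ranged from 0.96 to 0.969 at 2 hr and from 0.959 to 0.964 at 24 hr, and the size ratio from 0.785 to 0.836 and from 0.591 to 0.624.

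For the named genes, 1543 of 1560 alternatives kept the direction and the side of the cutoffs, 14 kept only the direction, and 3 reversed. The reversals were all of *Mki67* for E_3_ against E_2_ at 24 hr, which was not called (-0.03). It was 0.10 with quantile normalization, 0.001 with the percentile over probes well above background on all arrays, and between -0.111 and 0.092 with arrays left out (0.092 without E_3_ replicate 3). The calls of *Mki67* against saline at 24 hr were lost for E_2_ without saline replicate 1 or 3 or E_2_ replicate 1 or 3 (1.93 to 2.20), and for E_3_ without saline replicate 1 or 3 or E_3_ replicate 1 or 2 (1.91 to 2.15). *Aurkb* for E_3_ at 24 hr fell to 1.77 to 1.89 when saline replicate 1 or 3 or E_3_ replicate 1 was left out. Under normexp, *Mbl2* for E_3_ at 24 hr (-2.10) and *krt86* for the interaction (-3.33) missed the p-value cutoff, and *Speer7-ps1* for E_3_ against E_2_ at 24 hr did so with the median over its probes (2.18). Of the gene list tests, 23 of 33 were called by fry, 16 by camera, 23 with replicate number as a block, and 22 with the covariates.

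Between 77.82% and 81.75% of the probes were well above background on an array. Changes of dim probes depend on the background subtraction, and the keratin genes with the largest increases show this. *Krt85* at 2 hr of E_2_ ranged from 8.67 to 11.35 over its 19 alternatives.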

Differences from the paper's values

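The paper states no number for E_3_ on these arrays that was computed here. It describes the 2-hr responses to E_2_ and E_3_ as much alike, and sets the 24-hr response to E_3_ apart from them as less strong than that to E_2_. Tested directly here, more probes differed between E_3_ and E_2_ at 2 hr (2563) than at 24 hr (1685). The E_3_ changes at 2 hr had 0.815 of the size of the E_2_ changes. Batch and compound cannot be told apart at 2 hr, since the E_2_ arrays had another scanner, day, slides, and strain label. At 24 hr both groups shared scanner, day, and strain label, so the 2 counts do not rank the compound difference at the 2 times. Of the settings planned before the data were examined, normexp background correction gave fewer differing probes at 2 hr (764) than at 24 hr (946), and the selection of probes called for E_3_ gave a size ratio of 0.997 at 2 hr. The size ratio at 24 hr was 0.605. The paper's abstract also likens the lower correlation of BPA and HPTE with E_2_ at 24 hr to E_3_. For E_3_ here, the correlation over probes called for both compounds was 0.965 at 2 hr and 0.961 at 24 hr. It was 0.683 and 0.782 over all tested probes, but 0.98 and 0.929 under normexp background correction. The direction of this change thus depends on the setting.

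From RT-PCR, the paper describes *Sox8* as not changed in WT uteri at 2 hr of E_2_. On the arrays, the probe with the highest signal rose by 0.79 (limma adjusted p = 0.0279) and was not called. The other probe of *Sox8* rose by 2.26 and was called. The E_2_ arrays, those of the other scanner and strain label, lay at -5.097, -4.609, and -3.923 for the first probe. The saline arrays lay at -5.594 to -5.145. RT-PCR and arrays thus differ in method, and batch and E_2_ cannot be told apart here.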

Other observations

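In this part, the tests of liver, lymph node, and red cell transcripts, of proliferation against lymph node transcripts, of paired differences between late lists, and of regrouped arrays were chosen after the result was seen.

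For each of the 6 comparisons of 3 arrays with 3, the real split gave the most called probes of the 10 possible splits (1 of 10 as large), and the next largest gave 16 for E_2_ at 2 hr, 91 for E_3_ at 2 hr, 25 for E_2_ at 24 hr, 35 for E_3_ at 24 hr, 30 for E_3_ against E_2_ at 2 hr, and 40 for this comparison at 24 hr. With 10 splits this test cannot reach the usual level whatever the data. The real counts, 1325 to 7384, lie above the 34.8 expected below the p-value cutoff by chance, and chance can be excluded as the source of the whole counts.

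The E_2_ arrays at 2 hr stood apart from all others for more probes than any other group. All 3 arrays lay at least 2-fold outside the range of the other 12 for 515 probes, 462 above and 53 below, against 292 for E_2_ at 24 hr, 42 for saline, 17 for E_3_ at 2 hr, and 7 for E_3_ at 24 hr. The median SD within the group was 0.173 (log2) for E_2_ at 2 hr, 0.164 for E_3_ at 2 hr, 0.134 for saline, 0.139 for E_2_ at 24 hr, and 0.143 for E_3_ at 24 hr. For E_2_ at 2 hr the compound, the scanner, and the strain cannot be told apart (6 of 8 spike-in probes lay outside the range of the other arrays).

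The late gene lists were compared for an even reduction, under the hypothesis that a weaker signal scales every program alike. The E_3_ to E_2_ ratio of the proliferation list exceeded the larger of the other ratios by 0.30. Its 3 arrays gave 0.908, 0.858, and 0.722, against 0.494, 0.655, and 0.333 for cholesterol synthesis and 0.410, 0.496, and 0.680 for secretory genes. On each of the 3 arrays the proliferation ratio was the largest. The paired difference was 0.335 ± 0.115 (SD, n = 3) from cholesterol synthesis and 0.301 ± 0.234 from secretory genes. When the genes of each list were drawn with replacement 2000 times, the 95% interval of the difference was -0.033 to 0.507 and -0.075 to 0.588, each with 0 inside. The difference from cholesterol synthesis exceeds its spread over arrays but not over genes, and whether the reduction is even stays open.

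The remaining lists at 24 hr gave these results in limma's fry test, for E_2_ against saline, E_3_ against saline, and E_3_ against E_2_ in turn. The paper's late transcripts had medians of 2.73, 1.98, and -0.68 (adjusted p = 4.1e-06, 2.9e-05, and 0.0273), and its early transcripts 0.70, 0.03, and -0.32 (adjusted p = 3.6e-06, 0.0275, and 1.3e-05). Against saline, the proliferation, cholesterol synthesis, and secretory lists were higher after E_2_ (adjusted p = 6.1e-06, 8.6e-08, and 2.7e-08) and after E_3_ (adjusted p = 3.7e-04, 3.9e-05, and 4.1e-06). The immediate early list showed no change (adjusted p = 0.837, 0.548, and 0.745), and for E_3_ against E_2_ its median (0.25) and mean (0.06) had the opposite sign to the test. Skeletal muscle markers (10 of 11 tested) had medians of 0.78, 0.51, and -0.40 (adjusted p = 6.1e-06, 6.7e-04, and 0.00552), and fat markers (13 of 13 tested) -1.83, -0.66, and 1.06 (adjusted p = 0.0161, 0.334, and 0.128), each of the 13 fat genes lying above 0 for E_3_ against E_2_. Blood markers (4 of 7 tested) showed no change (adjusted p = 0.953, 0.945, and 0.953), and their median for E_2_ (-0.06) had the opposite sign to the test. Strain markers (5 of 6 tested) had medians of 0.36, 0.31, and 0.06 (adjusted p = 3.0e-04, 9.5e-04, and 0.548), the last with a test in the opposite direction. Of the sex chromosome list, only *Xist* was tested (-0.71, -0.55, and 0.17, adjusted p = 4.7e-05, 3.7e-04, and 0.145), and its Y-linked genes did not pass the filter or had no probe. Under camera, these calls did not hold: the early transcripts after E_3_, the late transcripts and the muscle markers for E_3_ against E_2_, and the strain and sex chromosome lists against saline.

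Liver transcripts were high on the saline and the E_3_ 2-hr arrays. Of 28 further liver genes, 17 were higher on every saline and every E_3_ 2-hr array than on every E_2_ array at 2 hr. Their median difference from the E_2_ 2-hr arrays was 2.76 (log2) on the saline arrays, 0.60 at 24 hr of E_2_, and 0.34 at 24 hr of E_3_. A list of 17 genes picked from these arrays had normalized log2 medians of -0.03, -1.88, and -1.90 on the saline arrays, -3.00, -2.54, and -4.00 on the E_3_ 2-hr arrays, -6.20 to -5.85 and -5.77 to -5.15 at 24 hr, and -8.99 to -8.34 at 2 hr of E_2_. Between 18 and 20 of the 28 further genes were well above background on the E_2_ 2-hr arrays, so the uterus arrays carry some signal for them without the excess. *Alb1* was at 3.38, 1.90, and 1.54 on the saline arrays, 0.60, 0.74, and -0.53 on the E_3_ 2-hr arrays, and -10.20 to -6.81 on the E_2_ 2-hr arrays, and *Fabp1* at 1.85, 0.41, and -0.09 on the saline arrays. RNA of liver in these samples may explain the pattern, as a hypothesis, and a change of these transcripts in the uterus with treatment was not tested. The liver genes weigh on the decreases. Of the 44 tested, 32 were called lower for E_2_ at 2 hr, 5 for E_3_ at 2 hr, and 33 each at 24 hr.

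Lymphocyte transcripts were high on single arrays. All 25 further lymphocyte and lymph node genes were the highest of their group on saline replicate 2, E_3_ replicate 3 at 2 hr, and E_3_ replicate 3 at 24 hr together, where chance gives 3.7% per gene. The list lay 2.37, 1.97, and 2.41 (log2) above the rest of each group. The 25 genes were well above background on each of the 15 arrays, and a further 13 genes had been picked from these arrays. Whether that signal comes from the uterus or from a smaller amount of other tissue was not tested. On saline replicate 2, *Cd79b* was at 2.26 and *Ltb* at 3.48, against -0.98 and -0.83, and 1.48 and 1.52 on the other saline arrays. Blood is argued against, since the red cell list on these arrays differed from the rest by 0.14, 0.23, and 0.12 (median 0.14). RNA of a lymph node in these samples is a candidate explanation, as a hypothesis.

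Lymphocytes divide, so the proliferation list was compared with the lymph node list. Over the 15 arrays, the deviations from the group means had a Pearson correlation of 0.49 (permutation p = 0.204) and a Spearman correlation of 0.382 (permutation p = 0.308), over 1e+05 permutations and as 1 relation tested, and 0.523 without saline replicate 2 and E_3_ replicate 3 at 24 hr. This leaves open whether a lymph node adds to the spread. With the lymph node score as a covariate, the median difference of the proliferation list between E_3_ and E_2_ at 24 hr was -0.531 (from -0.567) with 9 genes called lower, so a lymph node is argued against as the cause of that difference. At 2 hr the median difference went from 1.115 with 10 genes called to 0.782 with 1 called.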
